A study of Mus musculus with 10 samples. Its data were reported in "Epi-microRNA mediated metabolic reprogramming counteracts hypoxia to preserve affinity maturation" (2024).

How the data were processed

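The data are bulk RNA-seq of germinal centre B cells from mice. B cells carrying a receptor for hen egg lysozyme, from donors with (WT) or without (KO) the microRNA gene Mir155, were transferred into recipient mice, and 5 days after immunisation the donor-derived light zone cells that expressed a cMyc-GFP reporter were sorted. Each group had 5 libraries, and each library was placed in its group and given its replicate number from its label.

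Per the labels and the study's methods, the authors made stranded mRNA libraries, aligned paired-end reads with bowtie2 inside RSEM against the Ensembl mouse GRCm38 transcriptome, and estimated reads per gene. The authors then scaled the libraries with DESeq2 and deposited 1 table of values on a log2 scale, with 1 column per library and 18738 genes. The table is named as holding variance-stabilised values. In the deposited log2 values at most 85 genes share the lowest value of a library, so that no common value marks a count of 0. Within-group spread is small at low levels, with a median SD of 0.00759 in the 1874 genes with the lowest means and 0.121 in 1874 genes with means from 6.65 to 8.33. Both are properties of a regularised logarithm, which draws the values of a gene towards its mean, most of all at low counts. Differences are therefore given on this scale, and they understate the change of genes with few reads. The deposited values do not keep the number of reads, so the exact depth of each library is not known from them, no counting interval could be computed, and tests on whole reads were not run. Library means lay between 5.78 and 5.80 and library medians between 6.60 and 6.70.

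Gene names, positions and transcript sequences were taken from the GENCODE annotation of GRCm38. A symbol was found for 18359 of the 18738 gene identifiers, and 379 identifiers were kept without one. The annotation is not the Ensembl release the authors counted with. How the authors' estimation split reads between near-identical genes, such as ribosomal protein genes and their processed pseudogenes, was not examined, and values of such genes are uncertain.

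Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend on the mean), with genotype as the only term, two-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A gene was tested when its mean over the 10 libraries was at least 1 above the lowest value of the table, a mean of -1.86 or more, which left 17741 genes. This filter keeps genes with very few reads, and a stricter one was among the alternatives. The study's own test needs counts, and limma takes its place here. Log2 differences are KO minus WT, each with the moderated standard error (SE). Gene sets were tested with fgsea 1.28.0 on genes ranked by the moderated t, with Benjamini-Hochberg adjustment over 18 sets of at least 4 tested genes. Sets of ribosomal and OXPHOS genes were taken from symbol families and kept to protein-coding genes. The demethylation list and the list of 7 mitochondrial genes were those the study names. Lists marked as own lists (hypoxia, ATF4-dependent stress, X-linked genes that escape inactivation, MYC-induced ribosome biogenesis, S phase, G2 and M phase, T cell, myeloid and plasma cell transcripts) were written from general knowledge after the study's table of changed genes had been read. For each set a score per library was also computed, the mean over its genes of the value centred on the gene's mean, minus the same mean over all tested genes. Scores were compared with an exact two-sided permutation test over the 252 assignments of the 10 libraries to groups of 5.

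Sites for miR-155-5p were searched in the longest annotated 3′ UTR of each gene. The 8-mer site is AGCATTAA, the 7-mer-m8 site AGCATTA, the 7-mer-A1 site GCATTAA and the 6-mer site GCATTA, and a gene was placed in the highest class it held. A site score per library was the mean centred value of a class minus that of the 10920 tested genes with no site of any class.

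Genes named in the text followed a rule. They were the 5 with the smallest adjusted p in each direction among genes under the threshold whose KO and WT values did not overlap, outside 5 sex-linked genes, and lists drawn from the study (Mir155hg, the H3K36me2 demethylase genes, Jarid2, Fbxo11, Hif1a, Bach1 and Myc, the 7 mitochondrial genes, the sex-linked genes, Crebbp and the genes of the MOZ and MORF complexes, and markers of the sorted cells, 1 of which is not reported here). The mature Mir155 gene was not analysed here. The tests, sets, name rule and most alternatives were written down before the data were examined. Alternatives were another low-value filter or none, no variance trend, quantile normalisation, centring on library medians, the replicate number as a block, the mean of the Y-linked genes as a covariate, each library left out in turn, and, for sets, camera, fry, the score per library and sets without sex-linked members. A filter at a mean of log2(10), Xist as a covariate, removal of each library's trend on transcript length and GC (natural splines on genes with an annotated transcript), sets without the genes around Mir155 and camera with the correlation estimated from the data were added after the data had been seen.

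The procedure was tested on simulated data. Values were drawn for the 17741 genes from their means and SDs, each gene independently of the others. Of these, 200 genes were changed by 1 on the log2 scale. The gene test recovered 199 of these, with 10 unchanged genes called. A set of 78 other genes, lowered by 1 SD each in KO in a separate simulation, was recovered with an adjusted p of 1.8e-09 and no other set called. With the 200 changed genes also present, the adjusted p of that set was 0.104, so the set was missed there. The separate simulation and the size of the lowered set were chosen after that outcome and after a smaller change had not been recovered. Simulated genes of a set were not correlated, while the correlation estimated by camera was 0.388 for mitochondrial ribosomal protein genes. The simulation therefore cannot show how often sets are called falsely in the real libraries. No pair of libraries had the same value at any gene (0 of the 17741 genes), and the mean absolute difference between libraries of one group ranged from 0.0743 to 0.140.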

Results

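To examine what the absence of miR-155 changes in positively selected germinal centre B cells, transcript levels were compared between 5 WT and 5 KO libraries of sorted cMyc-GFP-positive light zone cells, taken 5 days after immunisation. The light zone is the part of the germinal centre where B cells are selected, and cMyc marks the cells that have been. The deposited values are on a log2 scale and had been scaled between libraries by the authors, and the number of reads behind each value is unknown. Values are given as mean ± SD over the libraries of a group. The first principal component held 45.1% of the variance and placed all WT libraries on one side of 0 and all KO libraries on the other. KO replicate 1 lay closest to 0, at 0.065, while the other KO libraries lay between 0.18 and 0.46.

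The deleted locus was examined first. Mir155hg (ENSMUSG00000097418), the host transcript of miR-155, lies on the plus strand of chromosome 16 from 84703167 to 84715245 (GRCm38). Its value was 6.89 ± 0.20 (SD, n = 5) in WT and 5.58 ± 0.061 (SD, n = 5) in KO. The difference was -1.31 with an SE of 0.083 (limma adjusted p 4.38e-07), and every KO library was below every WT library. The labels of the 10 libraries and the level of this transcript therefore went together.

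The donors' sex followed genotype. Xist, the X-linked transcript of female cells, was 13.72 ± 0.21 (SD, n = 5) in WT and 10.15 ± 1.27 (SD, n = 5) in KO (limma adjusted p 0.000333). The KO mean hides 1 library. Xist was 12.41 in KO replicate 1 and between 9.44 and 9.74 in the other 4 KO libraries. The Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y were all higher in KO, with differences from 2.56 for Uty to 3.89 for Ddx3y (limma adjusted p at most 5e-11). In WT libraries these Y-linked genes had values between 6.10 and 7.28 on this scale, which does not mark absent transcripts by a common value. All 5 sex-linked genes were under the threshold, also when adjusted over the list alone. Per the labels, donors were mainly female for WT and mainly male for KO, so genotype and donor sex overlap in these libraries.

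**Figure D1:**
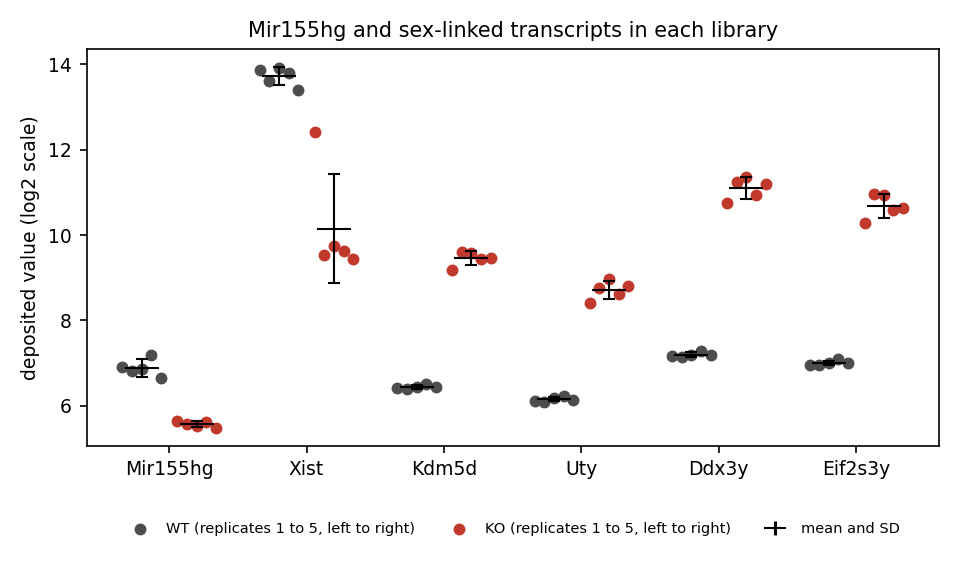
Deposited values on the log2 scale (vertical axis) of Mir155hg and the 5 sex-linked transcripts (horizontal axis) in each WT (grey) and KO (red) library, with the mean and SD of each group. Mir155hg is 5.64 or less in every KO library, and Xist in KO replicate 1, at 12.41, lies between the WT libraries and the other KO libraries.

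Across the transcriptome, 1303 of 17741 tested genes (7.34%) had an adjusted p under 0.05 in the limma test, 717 higher and 586 lower in KO. Changes were small on this scale, with a median size of 0.31 among these genes, and 15 of them changed by at least 1. KO and WT values did not overlap for 1378 genes (7.77%, against 0.794% expected by chance), and 918 of these were under the threshold. The count moved most when the mean of the Y-linked genes was added as a covariate, which left 5 genes. That covariate correlated with genotype at 0.996, so the fit had little left to estimate genotype from. Leaving out KO replicate 3 gave 383 genes and leaving out KO replicate 1 gave 1614.

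Among genes higher in KO, the smallest adjusted p-values belonged to Adgrl2, Myof, Tsc22d1, Jarid2 and Smad5. Adgrl2 (ENSMUSG00000028184, chromosome 3, 148815583 to 148990555) was 7.76 ± 0.055 in WT and 8.49 ± 0.11 in KO, a difference of 0.73 (SE 0.063, limma adjusted p 1.88e-05). Jarid2 (ENSMUSG00000038518, chromosome 13, 44729474 to 44921643) was 9.68 ± 0.13 in WT and 10.44 ± 0.097 in KO, a difference of 0.76 (SE 0.071, limma adjusted p 3.67e-05). Differences were 0.91 for Myof, 0.58 for Tsc22d1 and 0.56 for Smad5. Among genes lower in KO, Mir155hg was followed by Mrpl39, Cxcr3, Btg3 and Eif2s3x. Mrpl39 (ENSMUSG00000022889), a mitochondrial ribosomal protein gene, lies on the minus strand of chromosome 16 from 84717576 to 84735742. Its 3′ end is the nearer one, 2 kb beyond the end of Mir155hg. Its value fell from 10.35 ± 0.064 to 9.53 ± 0.086, a difference of -0.82 (SE 0.058, limma adjusted p 1.67e-06). Btg3, at 78332637 to 78377192 on the same chromosome and 6326 kb from Mir155hg, differed by -1.13 (SE 0.12, limma adjusted p 9.38e-05). Within 10 Mb of Mir155, 16 of 81 tested genes (19.8%) were under the threshold, against 7.28% elsewhere. Cxcr3 on chromosome X (101731535 to 101734269) differed by -1.06 (SE 0.10, limma adjusted p 4.25e-05). Eif2s3x, also X-linked and on the list of genes that escape inactivation, differed by -0.52. Each of these 10 genes kept its direction and its adjusted p under 0.05 in all 10 fits that left out 1 library.

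Gene sets were then ranked, since the study asked which cellular functions differ without miR-155. Of 18 sets, 14 were under the threshold, 9 lower and 5 higher in KO. The count moved most under camera with the correlation between genes estimated from the data, to 2 sets. With the Y-linked mean as a covariate it was 3, and in the exact permutation test on scores per library 9 sets were under the threshold. Mitochondrial ribosomal protein genes had a normalised enrichment score of -3.02 (fgsea adjusted p 4.5e-10), and 74 of 77 genes were lower in KO, 15 of them under the threshold as single genes. The score of this set was 0.074 ± 0.056 (SD, n = 5) in WT and -0.074 ± 0.062 (SD, n = 5) in KO, a difference of -0.15 (exact permutation p 0.0159, adjusted 0.0317). Nuclear OXPHOS subunit genes had an enrichment score of -2.90 (fgsea adjusted p 4.5e-10), with 72 of 81 genes lower and a score difference of -0.14 (exact permutation p 0.0159, adjusted 0.0317). Cytosolic ribosomal protein genes gave -3.09, with 69 of 80 genes lower in KO, and genes of mitochondrial protein import gave -1.96, with 20 of 22 lower. With the Y-linked mean as a covariate the first 2 of these scores turned to 0.60 and 0.95, with adjusted p-values of 0.997 and 0.697, while with Xist as a covariate they were -2.66 and -2.69, both with an adjusted p of 3.6e-10. Of 100 splits of the 10 libraries into 5 and 5, the real one included, 11 gave mitochondrial ribosomal protein genes an enrichment score as far from 0, 11 did so for OXPHOS genes and 12 for cytosolic ribosomal protein genes. The 13 mitochondrially encoded mRNAs went the other way. Their enrichment score was 2.09 (fgsea adjusted p 0.00211), with 11 of 13 higher in KO, while the exact permutation test on scores per library gave a p of 0.0317 (adjusted 0.0571).

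Other sets lower in KO were S phase genes (-2.44), MYC-induced ribosome biogenesis genes (-2.50), G2 and M phase genes (-1.87), the 7 mitochondrial genes named by the study (-2.14) and X-linked genes that escape inactivation (-2.21). The study picked the 7 genes by KDM2A binding and by lower levels in these samples. The demethylation pathways are existing gene sets that the study singled out by their enrichment in the same samples. The calls of both sets, among the 14, are therefore not independent evidence. The same limit holds for the ribosomal and mitochondrial sets, since the study's enrichment in these samples had already pointed to them. It also holds for the own lists, which were written after the study's table of changed genes had been read. Sets higher in KO were ATF4-dependent stress genes (2.16), T cell transcripts (1.62), the Y-linked genes (1.87) and the demethylation list. Hypoxia-induced genes (1.32, adjusted p 0.111), the H3K36me2 demethylases (1.03, adjusted p 0.497), myeloid transcripts (0.71, adjusted p 0.844) and plasma cell transcripts (0.74, adjusted p 0.841) did not pass the threshold. Of the 40 hypoxia-induced genes, 9 were under the threshold and higher in KO, and 7 were under it and lower. Members of that set thus changed in both directions, which a test for a shift in 1 direction can miss. Under camera with a preset correlation of 0.01 the calls of these 18 sets matched except for the demethylation list (adjusted p 0.362). Under fry, 4 calls were lost: ATF4-dependent stress genes, MYC-induced ribosome biogenesis genes, G2 and M phase genes and T cell transcripts. The same 4 sets did not pass in the exact permutation test on scores per library (p 0.103, 0.0556, 0.381 and 0.127, in that order). With the correlation between genes estimated from the data, camera left the Y-linked and the X-linked set under the threshold, and the adjusted p was 0.251 for mitochondrial ribosomal protein genes and 0.239 for OXPHOS genes.

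**Figure D2:**
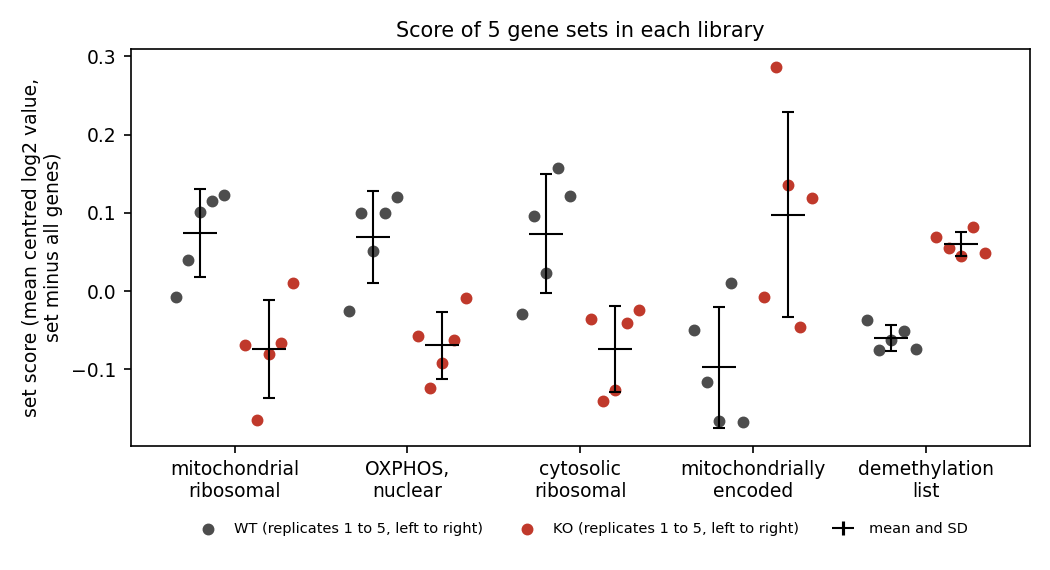
Scores of 5 gene sets (horizontal axis) in each WT (grey) and KO (red) library, as the mean centred log2 value of the set minus that of all tested genes (vertical axis), with the mean and SD of each group. Mitochondrial ribosomal, OXPHOS and cytosolic ribosomal genes lie lower in KO with overlapping libraries, and the demethylation list, sex-linked members included, separates the groups.

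The demethylation list was examined because the study found this function raised in KO cells. Of its 51 tested genes, 22 were higher and 29 lower in KO, and 9 of the higher and 3 of the lower ones were under the threshold. Its enrichment score was 2.21 (fgsea adjusted p 5.68e-05) and its score per library differed by 0.12 (exact permutation p 0.00794, the smallest the 252 assignments can give). The genes with the largest t in the list were the Y-linked Kdm5d and Uty. Because of donor sex, the study took both, with Ddx3y and Eif2s3y, off its list of changed genes. Whether they were also left out of its enrichment test is not stated. The study followed this function with mass spectrometry, flow cytometry and imaging of histone marks, none of which is examined here. Without its 6 sex-linked members the list had an enrichment score of 1.62 (fgsea adjusted p 0.00823), with 18 genes higher and 27 lower, and its mean log2 difference was 0.030. Its score per library then differed by 0.024 (exact permutation p 0.111).

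The genes for enzymes that remove H3K36me2, di-methylation of histone H3 at lysine 36, were compared one by one. Kdm2a (ENSMUSG00000054611, minus strand of chromosome 19, 4314419 to 4398285) was 12.004 ± 0.032 (SD, n = 5) in WT and 12.30 ± 0.096 (SD, n = 5) in KO. The difference was 0.30 (SE 0.053, limma adjusted p 0.00456), and all 5 KO libraries were above all 5 WT libraries. Kdm4a differed by -0.16 (SE 0.059, limma adjusted p 0.114). Kdm2b (0.037), Kdm4b (-0.13) and Kdm4c (-0.038) did not pass the threshold, with limma adjusted p-values between 0.426 and 0.756. Over all genes 1 of the 5 was under the threshold, and adjusted over the list alone 2 were, Kdm2a and Kdm4a (0.0442). The limma adjusted p of Kdm2a ranged from 0.00195 to 0.0205 over the fits that each left out 1 library. With the Y-linked mean as a covariate the difference was 0.70 (limma adjusted p 0.592). With Xist as a covariate it was 0.38 (limma adjusted p 0.270). These covariates correlated with genotype at 0.996 and -0.910, so both fits had little left to estimate genotype from.

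**Figure D3:**
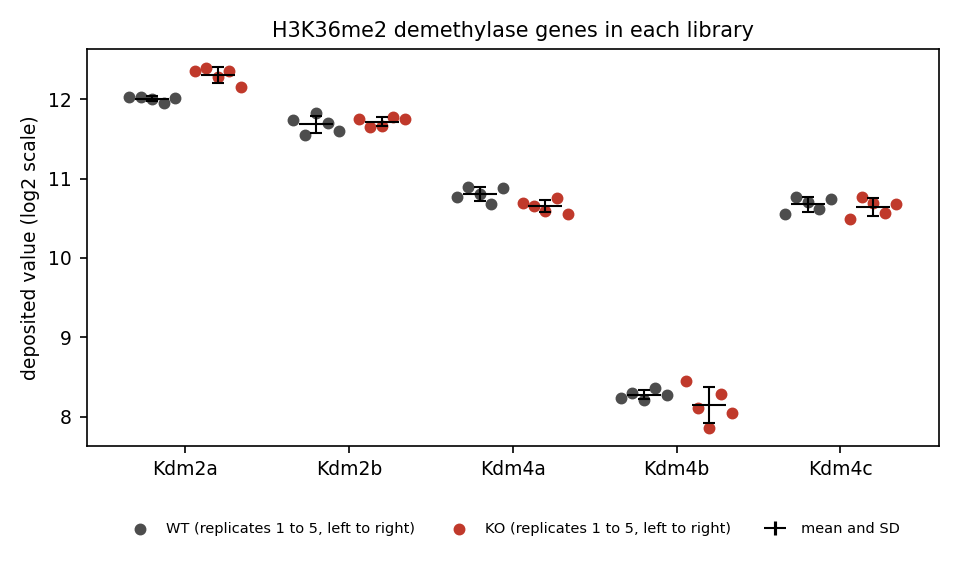
Deposited values on the log2 scale (vertical axis) of the 5 H3K36me2 demethylase genes (horizontal axis) in each WT (grey) and KO (red) library, with the mean and SD of each group. Kdm2a is at most 12.03 in WT and at least 12.15 in KO, and the libraries of the other genes overlap.

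Whether predicted targets of miR-155 were raised in KO was tested over all genes with a 3′ UTR. Of 446 tested genes with an 8-mer site, 78 (17.5%) were under the threshold and higher in KO, and 6 (1.35%) were lower. Of 10920 genes with no site, 364 (3.33%) were higher and 507 (4.64%) lower. The 8-mer score was -0.053 ± 0.013 (SD, n = 5) in WT and 0.053 ± 0.027 (SD, n = 5) in KO, a difference of 0.11 (exact permutation p 0.00794, the smallest the assignments can give). Differences were 0.088 for the 7-mer-m8 class, 0.064 for the 7-mer-A1 class and 0.056 for the 6-mer class, each with the same exact permutation p, which is also the value adjusted over the 4 classes. With the median over genes these 3 fell to 0.052, 0.033 and 0.027, and against genes of the same 3′ UTR length they were 0.058, 0.040 and 0.032. Genes with a site had longer 3′ UTRs, with a median of 2728 bases in the 8-mer class and 886 in genes with no site. Against genes with no site and the same 3′ UTR length the 8-mer difference was 0.078, with the same exact permutation p, and the largest move among the alternatives came from the median over genes in place of the mean, which gave 0.069.

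**Figure D4:**
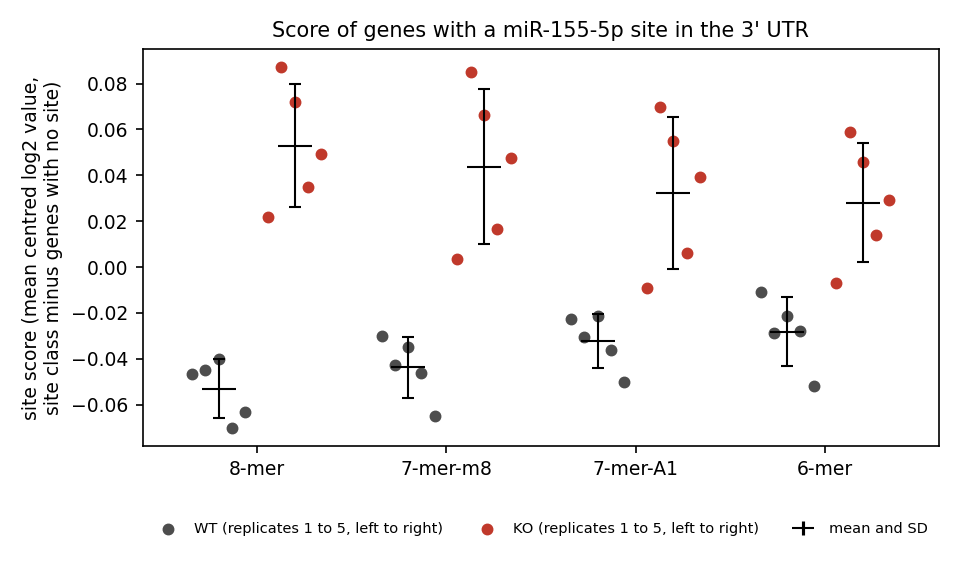
Site score of 4 classes of genes (horizontal axis) in each WT (grey) and KO (red) library, as the mean centred log2 value of the class minus that of genes with no site (vertical axis), with the mean and SD of each group. All KO libraries lie above all WT libraries in the 4 classes, and the difference falls from 0.11 for the 8-mer class to 0.056 for the 6-mer class.

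Kdm2a holds 1 such 8-mer site. The site, AGCATTAA, lies in exon 21 of 21, in the 3′ UTR, at chromosome 19 from 4316412 to 4316419 on the minus strand, and starts at base 2681 of the 3′ UTR. In the transcript it sits in the sequence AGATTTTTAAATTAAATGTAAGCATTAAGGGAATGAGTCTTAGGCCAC. Jarid2 holds 2 such sites and Bach1, at 87698945 to 87733346 on chromosome 16, holds 1. Bach1 differed by 0.61 (SE 0.058, limma adjusted p 4.06e-05). Genes with a 7-mer-m8 site included Smad5, Fbxo11, which differed by 0.36 (SE 0.062, limma adjusted p 0.00441), and Hif1a, which differed by 0.29 (SE 0.064, limma adjusted p 0.0151). Without KO replicate 3 the adjusted p of Hif1a was 0.0673. Bach1 lies 2984 kb from Mir155hg. Myc itself differed by -0.011 (limma adjusted p 0.964), and its sign changed in 3 of the fits that left out 1 library, without WT replicate 1 (0.031), WT replicate 4 (0.027) and KO replicate 2 (0.099).

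The 7 mitochondrial genes that the study linked to KDM2A binding (Mrpl42, Ndufv3, Bckdk, Mtch1, Mrpl4, Atp5l and Rbfa) were all lower in KO, with differences from -0.51 for Atp5l to -0.19 for Bckdk. Over all genes 5 of them were under the threshold (limma adjusted p from 0.0257 to 0.0471), Mrpl42 (0.0554) and Bckdk (0.0735) were not, and adjusted over the list alone all 7 were. The study chose this list on these samples, so the count over the list alone is not independent evidence. The 5 genes under the threshold lost it in 6 or more of the 10 fits that left out 1 library, with the highest adjusted p without KO replicate 3 for Mtch1 (0.125), Mrpl4 (0.149), Atp5l (0.120) and Rbfa (0.135), and without WT replicate 5 for Ndufv3 (0.0837). Without the variance trend Mtch1 (0.0530), Mrpl4 (0.0874), Atp5l (0.0759) and Rbfa (0.0738) lost it as well. Without KO replicate 5, Mrpl42 passed the threshold (0.0248). No gene of 8 from Crebbp and the MOZ and MORF complexes (Kat6a, Kat6b, Brpf1, Brd1, Brpf3, Ing5, Meaf6) was under the threshold (0 of 8), over all genes or adjusted over the list alone, and 2 of them had an unadjusted p under 0.05. Of these genes Meaf6 (-0.14, limma adjusted p 0.111) passed without the variance trend (0.0424) and with length and GC trends removed (0.0425). Of 9 markers of the sorted population, Cd83 (0.58, limma adjusted p 0.00983) and Fas (0.30, limma adjusted p 0.0144) were higher in KO, and the same 2 passed when adjusted over the list alone. Neither passed without KO replicate 3 (limma adjusted p 0.0552 and 0.0584) or without WT replicate 3 (0.0505 and 0.0529). Cxcr4 passed without WT replicate 4 (-0.49, limma adjusted p 0.0249), and in the fit over all libraries Cd86, Cxcr4, Bcl6, Cd38, Cd3e, Lyz2 and Prdm1 did not pass the threshold. The T cell transcript Cd3e had values between 1.83 and 2.10.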

Values the study reported

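The study stated a depth of about 43 M paired-end reads per sample. It counted 18 transcripts that were predicted targets of miR-155 and were raised in the KO cells, with Jarid2 among them. The gene signature it found raised in KO consisted of 4 pathways that concern demethylation. In WT cells its 8 highest-ranked pathways concerned ribosomes, translation and mitochondria. Among the H3K36me2 demethylase genes it described Kdm2a as higher and Kdm4a as lower in KO, with Kdm2b, Kdm4b and Kdm4c at similar levels.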

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

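The tests of KO replicate 1 (pooled sexes, WT cells, Xist alone), of T cells in KO replicate 3 and of the share of outlying libraries were chosen after the result was seen.

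Xist was 12.41 in KO replicate 1, far from the other 4 KO libraries, which lay between 9.44 and 9.74. WT cells in that library were tested first. Xist would need 36.5% of WT-like signal, which would put Mir155hg at 6.20, while it was measured at 5.64, so that the difference was -0.557. The other KO libraries had Mir155hg between 5.49 and 5.62, and this argues against WT cells or an exchanged sample. Female and male donors in the same library stay open. All 4 of the 4 Y-linked genes were lowest among the KO libraries in KO replicate 1, and their mean there was 9.66 against at least 9.89 in the others. Pooled KO donors of both sexes are a candidate explanation, since the labels say that donors were mainly male for KO and mainly female for WT. They do not give the sex of the donors of each library.

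The score of X-linked genes that escape inactivation was -0.0348 in KO replicate 1 and between -0.421 and -0.344 in the other KO libraries. Without Xist, the score of KO replicate 1 was -0.0975, within the range of the KO libraries (-0.185 to -0.0840), so Xist alone may set this library apart. The 8 genes other than Xist differed by -0.230 between KO and WT (exact permutation p 0.00794, the smallest possible). Their level in KO replicate 1 does not show the intermediate value that a large share of female cells would bring, which leaves the share of such cells uncertain. No other biological explanation was tested.

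In 4 further groups of values 1 library lay far from the others of its group. Ndufv3 was 9.75 in KO replicate 1, against 9.62 to 9.65 in the other KO libraries. The score of MYC-induced ribosome biogenesis genes was -0.345 in KO replicate 2, against -0.0751 to 0.0312 in the other KO libraries. Cd3e was 1.86 in WT replicate 4, against 1.83 in the other WT libraries, and 2.10 in KO replicate 3, against 1.83 to 1.90 in the other KO libraries. Of 140 groups of 5 values, 6 (4.29%) had such a library, against 5% by chance, so these may be chance findings. Cd3e lies at the low end of the scale, where values of different libraries hardly differ.

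T cells in KO replicate 3 were tested as a source of Cd3e. Of 14 other T cell transcripts, 7 were highest among the KO libraries in KO replicate 3, where 2.8 would be by chance, and 4 were highest in KO replicate 1. Of the 14, 3 are abundant in these libraries (Lck, Thy1 and Cd2), and the highest mean among the others was 4.41. The score of the T cell set was 0.121 in KO replicate 3 and 0.122 in KO replicate 1, against at most 0.0199 in the other libraries. The higher level was thus not particular to KO replicate 3. Whether T cells were present in either library was not settled, because the transcripts are few and most lie near the low end of the scale. No biological explanation by genotype was tested for a single library.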

How the results depend on the processing

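The tests on whole reads (limma-voom with either scaling, and limma on recovered counts) were not run, because the deposited values do not give whole reads. The log2(10) filter, Xist as a covariate, removal of length and GC trends, sets without genes near Mir155 and camera with an estimated correlation were chosen after seeing the data.

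Filters, no variance trend, quantile normalisation, median centring, the replicate block and length and GC removal gave between 1254 and 1767 genes, against 1303. Without the variance trend 956 of the 1254 genes were among the 1303. With length and GC trends removed, 772 of 1737 genes were higher in KO (44.4%), against 55.0%, and with median centring 47.9%, so the majority direction depends on the scaling. The replicate block gave 1684 genes, 1205 of them shared. Deviations of same-numbered libraries correlated at -0.0475, 0.448, 0.104, 0.0922 and 0.0663 across genes. On the second principal component, the WT and KO libraries of each number lay on the same side of 0. Whether the numbers pair the samples was therefore not settled. Under each of these alternatives Kdm2a kept its direction and its call, with differences from 0.23 to 0.31. Among the 7 mitochondrial genes, Mtch1 (adjusted p 0.0530), Mrpl4 (0.0874), Atp5l (0.0759) and Rbfa (0.0738) lost their call without the variance trend, Mrpl4 (0.0665) with the replicate block, and Mrpl4 (0.0516) and Rbfa (0.0536) with length and GC trends removed. Mrpl42 gained a call in 6 alternatives (0.0304 to 0.0499) and Bckdk with the log2(10) filter (0.0485). Meaf6 gained one without the variance trend (0.0424) and with length and GC trends removed (0.0425). T cell transcripts lost theirs without the variance trend (1.53), with the replicate block (1.46) and with the log2(10) filter (0.81).

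With the Y-linked mean as a covariate 5 genes were called, and 2865 had an unadjusted p under 0.05. They were Sumo2, Gm12918, Rps29, Gm10288 and ENSMUSG00000060214, named after their values were seen. The coefficient of Gm12918, a processed pseudogene, was 16.19, against -1.02 without the covariate. The covariate correlated with genotype at 0.996, so the fit has little left to estimate genotype from. It called 0 of 5 H3K36me2 demethylase genes, 0 of 5 sex-linked transcripts and 0 of 48 named genes. Kdm2a was 0.70 (adjusted p 0.592, against 0.00195 to 0.0205 without 1 library and 0.00328 to 0.270 over the other alternatives). Named genes that reversed were Btg3 1.73, Kdm4a 0.70, Kdm4b 2.78, Fbxo11 -0.58, Hif1a -1.20, Myc 1.83, Ndufv3 0.56, Bckdk 0.77, Mtch1 1.13, Mrpl4 2.31, Atp5l 3.21, Rbfa 1.90, Xist 10.83, Uty -0.41, Eif2s3y -0.38, Brpf1 1.83, Ing5 0.13, Cd86 -1.49, Cd83 -0.80, Cxcr4 0.47, Bcl6 0.30, Fas -1.52, Cd38 -2.95 and Cd3e -0.65. It left 3 sets. Enrichment scores that reversed were mitochondrial ribosomal 0.595, OXPHOS 0.954, mitochondrially encoded -2.30, cytosolic ribosomal 1.38, protein import 1.13, the 7 mitochondrial genes 1.56, X-linked escape 1.02, MYC-induced 1.60 and S phase 0.969. The demethylation list had 1.204 (adjusted p 0.420). Of 62 other results, 14 became weaker and 31 reversed.

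With Xist as a covariate (correlation with genotype -0.910) 200 genes were called, 196 of them higher in KO, and 22 of the 200 were among the 1303. It called 0 of the demethylase genes and 11 named genes, and Kdm2a was 0.38 (adjusted p 0.270). Reversed were Kdm4b 0.31, Myc 0.33, Atp5l 0.049, Rbfa 0.16, Brpf1 0.34 and Cd86 -0.11. Mitochondrial ribosomal (-2.66), OXPHOS (-2.69) and demethylation (1.69) sets kept their calls, and of 62 other results 16 became weaker, 1 stronger and 6 reversed. Both covariates follow genotype, so these fits have little left to estimate it from, and whether donor sex causes the differences was not settled.

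Removal of length and GC trends reversed Myc (0.022) and Kat6a (-0.029). Plasma cell transcripts reversed with median centring (-0.773) and without sex-linked members (-0.774). The score per library gave 9 sets, with H3K36me2 demethylases (-0.0030) and hypoxia-induced genes (-0.0018) reversed and 5 sets no longer called. Camera with the preset correlation gave the demethylation list a mean difference of 0.13 (adjusted p 0.362). With an estimated correlation camera left 2 sets, and the mean differences were -0.14 for mitochondrial ribosomal (adjusted p 0.251), -0.13 for OXPHOS (0.239) and 0.13 for demethylation genes (0.359), with 9 other sets no longer called. The 8-mer score with same-numbered libraries paired was 0.106, with a p of 0.0625 from sign flips, the smallest that 5 pairs allow. For the others in this paragraph the cause was not tested.

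Leaving out 1 library gave from 383 to 1614 genes. The count was 604 without WT replicate 2, 494 without WT replicate 3 and 500 without WT replicate 5. It was 719 without KO replicate 2, 383 without KO replicate 3 and 1614 without KO replicate 1. Each fit left out 1 library, so fewer samples alone do not explain this range. Of the 383 genes, 380 were among the 1303. Named genes called ranged from 18 to 26, sets from 12 to 14, and the 8-mer score from 0.0974 to 0.114. Kdm2a ranged from 0.28 to 0.34, and mitochondrial ribosomal, OXPHOS and demethylation sets kept their calls. Reversals were Myc (-0.081 to 0.099), Brpf1 (-0.094 to 0.011, without KO replicate 5), myeloid transcripts (-0.742 to 1.10, without WT replicate 2 or 5) and plasma cell transcripts (-0.962 to 0.930, in 6 fits). G2 and M phase genes lost their call without KO replicate 1 (-1.41) and WT replicate 2 (-1.48), and T cell transcripts without KO replicates 1 (1.33) and 3 (1.54) and WT replicates 1 (1.56) and 2 (1.57). The cause was not tested.

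The deposited values do not keep the reads of each library, and the scale draws genes with few reads towards their mean, so differences of such genes are understated and a missing call among them says little.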

Other observations

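Tests of random matched lists, orderings of the site and blocks of neighbouring genes were set before their values were computed, after levels of single mitochondrial genes had been seen, and the tests of distinct low values and of splits without sex-linked genes were chosen after the result was seen.

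The number of genes that differed was compared with other splits of the libraries. Of 100 splits drawn from the 126 possible, 1, the real one, gave as many genes, and the others gave at most 2. As many sets were found in 2 of the 100 splits, and the median over the other splits was 8 sets. The ranked set test therefore calls sets in most groupings of these libraries. The demethylation list had a score as far from 0 in 1 of the 100 splits, the real one, but it holds the Y-linked Kdm5d and Uty, which differ most in that split. Without its 6 sex-linked members the count was also 1 of 100, while its score per library then differed by 0.024 (exact permutation p 0.111), so the 2 measures differ for these genes. The counts were 11 for mitochondrial ribosomal protein genes, 11 for OXPHOS genes, 12 for cytosolic ribosomal protein genes and 22 for mitochondrially encoded mRNAs, and these include splits close to the real one. Of the 20 splits that kept 4 WT libraries together, 5, 7, 7 and 7 gave the 4 sets a score as far from 0, and of the 79 that kept 3 together, 5, 3, 4 and 14 did. The exact permutation test on scores per library gave a p of 0.0159 (adjusted 0.0317) for each of the first 3 sets and 0.0317 (adjusted 0.0571) for the last. Their call in the ranked test is weaker evidence for genotype than its adjusted p states.

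Technical explanations of the lower mitochondrial and ribosomal sets were weighed. With each library's trend on transcript length and GC removed, the enrichment scores were -2.90 for mitochondrial ribosomal protein genes and -2.65 for OXPHOS genes, which argues against these trends as the whole cause. Of 1000 random lists matched on transcript length, GC and mean level, 0 had a mean t as low as mitochondrial ribosomal protein genes (-2.24, against -0.757 in the matched lists), 0 as low as OXPHOS genes (-1.91, against -1.26) and 6 as low as cytosolic ribosomal protein genes (-2.05, against -1.48). The slope of the values on transcript length differed between KO and WT by 0.0123 per doubling (exact permutation p 0.0238) and that on GC by -0.00651 per percentage point (exact permutation p 0.143). Donor sex stays open. With the Y-linked mean as a covariate 5 genes were called and the mitochondrial ribosomal score was 0.595, while with Xist as a covariate 200 genes were called and that score was -2.66. The measures of donor sex thus differ for this set, both follow genotype closely (correlations of 0.996 and -0.910), and Xist parts from it mainly in 1 library, KO replicate 1, so donor sex and genotype cannot be told apart for these results. Genotype and variation between libraries that the splits show also stay open.

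The demethylation list without its 6 sex-linked members had an enrichment score of 1.62, so these members are not its whole source. Its mean t without them was 0.405, and 95 of 1000 matched lists had one as high. Without these members, 7 genes were under the threshold and higher in KO, and 1 was under it and lower. The remaining call may therefore come from a few genes with large t, such as Jarid2, Kdm7a and Kdm2a, and not from the list as a group. Of the genes named here, Jarid2 and Kdm2a were placed in the 8-mer class above.

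Genes with an 8-mer site were higher in KO by 0.0775 against genes with no site and the same 3′ UTR length, which argues against 3′ UTR length as the whole cause. Of 840 orderings of the bases of the site, 2, the site included, gave a difference as large. The other was AATACGTA, found in 72 genes, with 0.0943 on the log2 scale. Against the same background, all genes without the word, the site itself gave 0.0936 and the median over the other orderings was 0.0473. The orderings were not matched on 3′ UTR length, so their median can reflect longer 3′ UTRs as well as base composition. Some of them also hold a shorter miR-155 site, such as AAGCATTA, with 0.0913 in 407 genes. They therefore cannot show how much of the difference base composition accounts for. Loss of repression by miR-155 stays a hypothesis, with donor sex untested for this score.

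Within 10 Mb of Mir155, 16 of 81 tested genes (19.8%) were under the threshold, 9 higher and 7 lower, against 7.28% elsewhere (Fisher's exact test, one-sided, p 0.000229). At 2, 5 and 20 Mb the p-values of the same exact test were 0.164, 0.124 and 0.00490. Of 197 blocks of 81 neighbouring genes elsewhere, 0 held as many, and the most was 15, which argues against ordinary clusters. Sequence from the strain in which the allele was made, carried along with it, is a candidate explanation for Mrpl39, Btg3 and other genes there, and so is an effect of the deletion on its neighbours. Bach1, with an 8-mer site, lies in this region as well.

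Among genes with low means, at least 66.1% of the values of each library were distinct, which is consistent with a regularised logarithm and not with a variance-stabilising function of whole reads. No biological explanation was tested for this.

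Genes with an 8-mer site that were higher in KO numbered 78. That is higher than the number of predicted targets quoted from the study above, which rests on another prediction of targets and another test.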
